# The RNA-binding protein NOVA-1 regulates circRNA expression, alternative splicing, and aging in *Caenorhabditis elegans*

**DOI:** 10.1093/g3journal/jkag016

**Published:** 2026-01-22

**Authors:** Emmanuel Adeyemi, Hussam Z Alshareef, Jaffar M Bhat, Pedro Miura, Alexander M van der Linden

**Keywords:** NOVA proteins, circRNA, circ-*crh-1*, alternative splicing, back-splicing, aging, RNA-binding protein, *Caenorhabditis elegans*, wormBase

## Abstract

Circular RNA (circRNA) biogenesis is regulated by RNA-binding proteins (RBPs) that alter back-splicing of exons in protein-coding genes. However, few *in vivo* roles for RBPs in the regulation of circRNA biogenesis have been characterized. We previously showed that many circRNAs increase with age in *Caenorhabditis elegans*, and that loss of circ-*crh-1*, an abundant age-accumulated circRNA, extends mean lifespan. Given the established role of the mammalian RBP NOVA2 in promoting circRNA biogenesis, we investigated whether *nova-1*, the sole *C. elegans* homolog of NOVA1/2, similarly regulates circRNA expression and function *in vivo*. RNA-sequencing of *nova-1* mutants compared to wild-type identified 686 circRNAs. Of these, 103 were differentially expressed in *nova-1* mutants compared to wild-type, with 76 upregulated and 27 downregulated circRNAs, suggesting NOVA-1 acts as a negative regulator of a subset of circRNAs. *nova-1* mutants also exhibited linear alternative splicing changes, primarily in alternative 3′ splice site usage and exon skipping, and showed minimal overlap with circRNA loci. Notably, circ-*crh-1* represented a shared regulatory target, suggesting NOVA-1 may coordinate splicing regulation with the production of *crh-1* circRNAs. Motif analysis further revealed that over half of the NOVA-1-regulated splicing events contained YCAY motif sites, with *crh-1* harboring a high density of sites, consistent with its alternative 3′ splice site usage and circRNA production. Finally, *nova-1* mutants exhibited an extended mean lifespan and enhanced heat stress recovery. Together, these findings identify NOVA-1 as a key regulator of circRNA expression and alternative splicing in *C. elegans*, with likely downstream consequences for organismal lifespan and stress resilience.

## Introduction

Circular RNAs (circRNAs) are generated through back-splicing, a non-canonical splicing event in which a downstream 5′ splice donor (SD) joins an upstream 3′ splice acceptor (SA), forming a covalently closed loop marked by a unique back-splice junction (BSJ) (Cortes-Lopez and Miura 2016). Back-splicing is regulated by a complex interplay of cis-elements and trans-acting factors that promote looping of intronic regions flanking the circularizing exon(s) (Chen 2020), thereby facilitating circRNA formation. Inverted repeat sequences within introns can base-pair to bring SD and SA sites into proximity (Ashwal-Fluss et al. 2014; Ivanov et al. 2015), while RNA-binding proteins (RBPs) enhance back-splicing by stabilizing looped RNA structures and binding intronic motifs (Conn et al. 2015; Errichelli et al. 2017).

The NOVA family of splicing factors, NOVA1 and NOVA2, has emerged as key regulators of splicing in neuronal tissues (Piton 2025). NOVA2, a neuron-specific splicing factor that binds YCAY motifs (where Y indicates pyrimidines T or C), is essential for promoting circRNA formation during brain development (Knupp et al. 2021). Embryonic Nova2 knockout mice exhibit a global reduction in neuronal circRNAs, both in whole embryonic cortex and in isolated excitatory and inhibitory neurons (Saito et al. 2016; Knupp et al. 2021), underscoring NOVA2's role in facilitating circRNA formation in cortical neurons. In contrast, NOVA1, a paralog of NOVA2 with functions in alternative splicing and neurons (Buckanovich et al. 1993; Jensen et al. 2000), does not cause a widespread effect on circRNA levels when deleted (Saito et al. 2016; Knupp et al. 2021), indicating that circRNA regulation is a unique function of NOVA2. Notably, NOVA2-regulated circRNAs show minimal overlap with its exon-skipping targets (Knupp et al. 2021), suggesting a mechanistically distinct role for NOVA2 in circRNA biogenesis apart from alternative splicing activity. However, *in vivo* functional analysis of NOVA proteins remains limited due to the early lethality of NOVA-null mice.

The nematode *Caenorhabditis elegans* expresses a single NOVA homolog, *nova-1*, providing a genetically tractable model to investigate the *in vivo* role of NOVA proteins in circRNA regulation and alternative splicing. While mammalian NOVA2 promotes circRNA formation independently of its splicing function (Knupp et al. 2021), it remains unexplored whether *C. elegans nova-1* exerts similar dual functions. Here, we show that *nova-1* regulates circRNA expression and alternative splicing, largely through distinct mechanisms. RNA-seq of *nova-1* mutants revealed 103 differentially expressed circRNAs, including the lifespan-associated circ-*crh-1*. Splicing analysis revealed significant changes in alternative 3′ splice site usage and exon skipping, with little overlap between circRNA regulation and splicing targets mediated by NOVA-1. However, the expression of circ-*crh-1* represents a unique shared regulatory target in which NOVA-1 influences *crh-1* circRNA formation through 3′-alternative splicing. Lastly, *nova-1* mutants have an extended mean lifespan and improved heat stress recovery, highlighting NOVA-1 as a key regulator of aging and stress resilience in *C. elegans*. Together, these findings suggest that NOVA-1 is a key regulator of circRNA expression and alternative splicing in *C. elegans*, with likely downstream consequences for organismal lifespan and stress resilience.

## Material and methods

### C. *elegans* maintenance

Worms were cultivated on the surface of NGM agar seeded with the *Escherichia coli* strain OP50 as the primary food source and grown in 20 °C incubators using standard protocols unless indicated otherwise. We used the wild-type strain N2, variety Bristol (Brenner 1974), and VDL1105 *nova-1(tm6146)* mutant strain, which was outcrossed at least six times. The *nova-1* genotype was confirmed by PCR by identifying the 582 bp deletion using specific primers (Supplementary Table 1).

### Total RNA collection and extraction

Worms were age-synchronized by hypochlorite treatment and collected eggs were hatched overnight at 20 °C in 1× M9 buffer. L1 larvae were then plated onto NGM plates seeded with 10× concentrated *E. coli*  OP50 bacteria and allowed to develop to the L4 larval stage at 20 °C. L4 larvae were then collected, washed, and re-plated onto 25 µM 5-fluorodeoxyuridine (FUdR) (Milipore Sigma, Cat #50-91-9) containing NGM plates, unless indicated otherwise, seeded with 10× *E. coli*  OP50 bacteria in order to prevent progeny formation. Three-day-old adult worms were collected by filtering through a 35 µM nylon mesh to remove bacteria (Sefar, Cat #7050-1220-000-10). Worm pellets were then transferred into green RINO tubes (Next Advance) and TRizol LS reagent (Thermo Fisher Scientific, Cat #10296028) was added in a 1:3 ratio. Worms were immediately lysed by bead beating them for 5 min using a Bullet Blender Pro Storm (Next Advance). Total RNA was extracted using the Purelink RNA mini-kit, followed by a DNAse I treatment following the manufacturer's protocol (Ambion, Cat #12183020). RNA was quantified by a Nanodrop. Bioanalyzer or tapestation (Agilent) was used for qualification as needed, and samples were stored at −80 °C.

### RNA-Seq and circRNA prediction, mapping, and quantification

One microgram of total RNA was extracted from 5 independent biological replicates of wild-type (N2) and *nova-1(tm6146)* (VDL1105) animals, prepared and sequenced on an Illumina HiSeq 6000 system to obtain paired-end 150nt reads at the University of Connecticut genomics center. Raw FASTQ files were aligned to the WBcel235/ce11 reference genome using HISAT2 v2.2.1 (parameters: -no-mixed -no-discordant). Unmapped reads were realigned to the reference genome using BWA v0.7.18-r1243 mem followed by circRNA loci prediction using CIRI2 v2.0.6 (Gao et al. 2018). Predicted circRNAs with junction reads <12 were filtered out. From the predicted circRNA loci, a 200-nt circRNA junction scaffold was built and Bowtie2 v2.5.4 (Langmead and Salzberg 2012) was used for alignment and mapping to raw FASTQ datasets. Duplicate reads were removed after mapping with Picard (http://broadinstitute.github.io/picard) (parameters: MarkDuplicates ASSUME_SORTED = true REMOVE_DUPLICATES = true). Circular RNA counts in each sample were quantified using featureCounts v2.0.1 (Liao et al. 2014). edgeR v4.0.16 was used for differential expression analysis and to calculate Fold-change count values between *nova-1* and wild-type samples (Chen et al. 2025). Differential expression testing was performed with quasi-likelihood *F*-tests (glmQLFit and glmQLFTest), which fits a generalized linear model under a negative binomial distribution. The resulting *P*-values were corrected for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. CircRNAs were considered significantly upregulated in *nova-1* mutants if log_2_ fold change (log_2_FC) < −0.5 with *P* < 0.05, and downregulated if log_2_FC > 0.5 with *P* < 0.05. This threshold corresponds to at least a ∼1.4-fold change in expression.

## Multivariate analysis of transcript splicing (rMATS) and shiba

For alternative splicing analysis, we applied rMATS-turbo v4.3.0 to calculate significant skipped exon (SE), alternative 3′ and 5′ splice site usage (A3′SS & A5′SS), mutually exclusive exons (MXE), and retained intron (RI) splicing events in *nova-1* mutants vs wild-type controls. rMATS utilizes a linear mixed model to compute the “Percent Spliced In” (PSI) value by evaluating the splicing levels of alternative/mutually exclusive exons, alternative 3′ or 5′ splice sites, or intron retention in the samples. rMATS uses a hierarchical framework based on a likelihood-ratio test, and the resulting *P*-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method (Shen et al. 2014; Wang et al. 2024). Briefly, FASTQ files were mapped using STAR 2.7.10a using default parameters and subsequently aligned to the WBcel235/ce11 genome. rMATS-v.4.3.0 was used to discover significant linear alternative splicing events with the default parameters. For post-processing, junction count and exon count (*JCEC.txt) output files of all 5 splicing events were obtained and uploaded into R. To further process the output, the R package maser (Mapping Alternative Splicing Events to pRoteins) was used (https://www.bioconductor.org/packages/devel/bioc/vignettes/maser/inst/doc/Introduction.html). Significant splicing events were selected by applying filtering threshold of FDR ≤ 0.05 and |ΔPSI| ≥ 0.2 to the “topEvents” maser function, thereby selecting for splicing changes that were at least 20% different between *nova-1* mutants and wild-type. The “plotTranscripts” function was used to visualize splicing events in R. Custom scripts were used to count the number of *nova-1* YCAY ([C|T]CA[C|T]) binding sites in exons of alternatively spliced transcripts. Sashimi plot for splicing output visualization was generated following the scripts provided at https://github.com/Sika-Zheng-Lab/shiba2sashimi?tab=readme-ov-file after running Shiba (Kubota et al. 2025).

### RT-qPCR analysis

To quantify and confirm individual circular or linear transcripts, 0.5 μg total RNA was reverse transcribed using Superscript III to prepare cDNA using random hexamers (Invitrogen, Cat #18080051). Next, cDNA samples were diluted and used with PowerUp SYBR Green Master Mix (Applied Biosystems, Cat #A25471) for RT-qPCR analysis, analyzed on a CFX96 Real-Time System (Bio-Rad). For RT-qPCRs of circRNAs, we used outward-facing primers. For host gene linear RNA counterparts, one primer was located in the circularizing exon, and the other was located in the upstream or downstream non-circularizing exon. For linear mRNAs, we used forward-facing primers. Fold-change values were calculated using wild-type (N2) ΔCt as control values for the 2^−ΔΔCt^ method. Data is normalized to housekeeping genes (*cdc-42*) mRNA. Primer sequences are listed in Supplementary Table 1.

### Lifespan assay

Strains were maintained at 20 °C for at least 2 generations before the lifespan assay. Adult worms age-synchronized by hypochlorite treatment were allowed to lay eggs on NGM plates seeded with 10× concentrated *E. coli*  OP50 bacteria over ∼3 h, and then removed. The resulting progeny synchronized by the timed egg-laying were allowed to develop into L4 larvae at 20 °C. At the L4 stage, 150 worms per genotype were transferred to new 6 cm NGM plates with freshly seeded 10× concentrated *E. coli*  OP50 bacteria. Wild-type controls (N2) were assayed in parallel to mutants in the absence of FUdR and at 20 °C. Adult worms were transferred every 2 d during active reproduction, and each plate contained 10–15 worms. Worms that experienced ventral rupture, bagging, or walling were censored from the life-span analysis. A worm was considered dead when it did not respond to touch of the platinum wire pick, and was subsequently removed from the plate.

### Heat shock viability assay

Animals age-synchronized by hypochlorite treatment were allowed to grow at 20 °C to reach L4 developmental stage. L4 animals were exposed to 35 °C heat-shock in a water bath for 4 h. Following the heat shock treatment, worms were recovered at 20 °C for 24 h on NGM plates seeded with *E. coli*  OP50 before scoring viability.

### Rigor and experimental statistics

To minimize experimenter bias in lifespan and stress assays, the experimenter was blinded to the genotypes and experimental conditions of the tested animals. Statistical analysis was performed using GraphPad Prism (version 10.6.1) software. Unpaired *t*-tests, two-way ANOVA, and Mantel-Cox tests, as well as likelihood-ratio tests within software packages (i.e. rMATS) were performed as indicated in the figure legends. A value of *P* ≤ 0.05 was used to determine statistical significance.

## Results

### NOVA-1 regulates a subset of circRNAs

Using RNA-sequencing, we analyzed circRNA expression in whole *nova-1* mutants compared to whole wild-type worms in 3-d-old adults. 

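Total RNA from whole hermaphrodites on day 3 of adulthood was sequenced for 5 biological replicates of wild-type and 5 of *nova-1* mutants. The authors deposited one table of raw counts for these 10 samples, in which each row is a back-splice junction, the point where the end of an exon is joined to the start of the same or an upstream exon. To make the counts, the authors predicted junctions with CIRI2, built a 200-nt scaffold around each one, mapped the reads to the scaffolds with Bowtie2, removed duplicate reads and counted with featureCounts. The table covers 141 circRNA loci. Between 7955 and 15014 counts per wild-type replicate (median 8594) and between 8514 and 9437 counts per *nova-1* replicate (median 8972) fell on these loci. By the paper's Supplementary Table 2, the sequencing depth was 85675808 to 99269446 reads in wild-type and 95989846 to 116610120 reads in *nova-1* mutants, which were sequenced more deeply (two-sided exact permutation test, p = 0.0317). Relative to that depth, circRNA counts were 107 ± 28.5 per 1000000 sequenced reads (SD, n = 5) in wild-type and 87.4 ± 5.59 (SD, n = 5) in *nova-1* mutants, and the difference was not larger than the spread between replicates (two-sided exact permutation test, p = 0.175). Wild-type replicate 1, with the highest count, was the least similar to the other replicates of its genotype, with a mean Spearman correlation across loci of 0.594 against 0.769 to 0.80 for the other 4. Here the counts were normalized with TMM on the column totals and tested with the edgeR quasi-likelihood *F*-test on all 10 samples, without a further filter. Normalized counts are scaled to the mean effective library of 9421 counts. Fold changes are given as *nova-1* over wild-type, so a positive log_2_FC is an increase in the mutant, the reverse of the sign in the paper's Supplementary Table 3. At this depth, loci with few counts carry wide errors, and intervals and floors given here cover counting error only.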

CircRNA loci were identified from the RNA-seq dataset using CIRI2, a tool that detects back-splice junctions (BSJ) from RNA-seq data (Gao et al. 2018). In total, we detected 686 circRNAs (Supplementary Table 1). 

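Of the 141 loci in the count table, 112 had the same coordinates as a row of the paper's list of all detected circRNAs. Another 26 were linked to a row on the same chromosome with an equal span (within 1 nt) and a start at most 150 nt away, and 3 had no such row. Through these links, 118 loci carried a cel_circ ID. The total count of a locus over the 10 samples had a median of 243 and a minimum of 8, and 1 locus had fewer than 12. No locus lay within the ribosomal DNA on chromosome I, whereas the paper's list assigns 403 of its rows to the host gene *rrn-3.1*. Among these 403 rows is the row linked to 1 locus of the table, at 11094096 to 11094325 on chromosome I in the coordinates of the table.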

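In the count table, 57 of 141 loci passed an absolute log_2_FC above 0.5 with an unadjusted *P* under 0.05, of which 30 were higher and 27 were lower in *nova-1* mutants. With Benjamini–Hochberg adjusted *P* under 0.05 in place of the unadjusted value, 40 loci passed. The filter on low counts in edgeR moved the first number most, to 47 of the 118 loci that it kept.

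**Figure D1:**
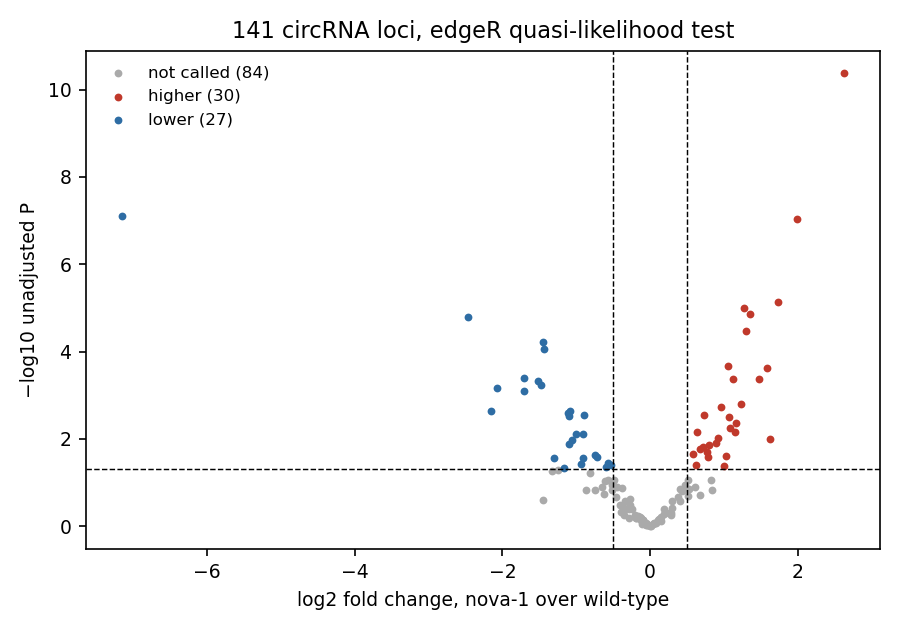
Each point is 1 of the 141 circRNA loci. The horizontal axis is the log2 fold change of nova-1 mutants over wild-type, the vertical axis is −log10 of the unadjusted P of the edgeR quasi-likelihood test, and dashed lines mark the thresholds of 0.5 and 0.05. Red points are the 30 loci higher and blue points the 27 loci lower in nova-1 mutants, and the point at the far left, ZK228.3, had 0 counts in every mutant replicate, so that its position is a model estimate.

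Among the largest increases, the *gap-2* circRNA at 9510460 to 9511097 on chromosome X in the coordinates of the table rose from 52.4 ± 15.0 normalized counts (SD, n = 5) in wild-type to 324 ± 55.3 (SD, n = 5) in *nova-1* mutants, a log_2_FC of 2.62 (standard error 0.26, adjusted *P* = 6.02e-09, edgeR), although wild-type replicate 5 stood apart at 78.8. The other *gap-2* locus, cel_circ_new_0007824, which was named after its values were seen, was not distinguishable between genotypes (log_2_FC -0.033, adjusted *P* = 0.941, edgeR). The next largest were *mbk-2*, *tlp-1*, *egl-43* and *lin-1*, with log_2_FC of 1.99, 1.73, 1.62 and 1.58. The *lin-1* circRNA is listed at 2 loci 1 nt apart, the other of which had a log_2_FC of 0.89, and with both summed it was 1.18, below the 1.48 of *K11H12.5*, named after its values were seen. The *mbk-2* circRNA cel_circ_0000565 rose from 69.2 ± 26.3 to 275 ± 52.6 normalized counts (adjusted *P* = 4.38e-06, edgeR). The *egl-43* circRNA had at most 4 counts in any wild-type replicate, and 6 of the 10 fits that each left out one replicate took its adjusted *P* above the threshold. At the other end, the circRNA of *ZK228.3*, a gene 0.38 Mb from *nova-1* on chromosome V, had 8 to 42 counts in the wild-type replicates and 0 in every *nova-1* replicate, where 3 counts is the smallest number taken as detectable, and was therefore at least 6.02-fold lower. An unnamed locus at 18529389 to 18529840 on chromosome V in the coordinates of the table had a log_2_FC of -2.47, followed by *elf-1* with -2.15, *emb-4*, which also lies within 2 Mb of *nova-1*, with -2.08, and *tbc-9* with -1.71. For *elf-1* and *tbc-9*, wild-type replicate 1 stood above the other wild-type replicates, and without it the log_2_FC was -1.58 and -1.24. The *K02D10.1* circRNA (cel_circ_0000408) fell from 44.7 ± 7.85 to 16.2 ± 6.39 normalized counts (log_2_FC -1.45, standard error 0.31, adjusted *P* = 0.000941, edgeR), and the *rin-1* circRNA (cel_circ_0001201) fell from 44.2 ± 5.30 to 16.5 ± 9.11 (log_2_FC -1.43, standard error 0.32, adjusted *P* = 0.0012, edgeR), although *nova-1* replicate 4 stood at 32.3. For *gap-2*, *mbk-2*, *K02D10.1* and *rin-1*, the 5 *nova-1* replicates did not overlap with the 5 wild-type replicates (two-sided exact permutation test, p = 0.00794 for each, the smallest p that 5 against 5 allow). Such separation occurred at 35 of the 141 loci and is not specific to those named. For *gap-2*, which was picked for its large change in these data, it adds no independent evidence. Among the 3 loci with the most counts, the *vit-6* locus fell from 3956 ± 1283 to 1426 ± 389 normalized counts (log_2_FC -1.47, adjusted *P* = 0.00483, edgeR), the *zip-2* locus rose from 539 ± 240 to 1271 ± 119 (log_2_FC 1.24, adjusted *P* = 0.0111, edgeR), and the *rps-7* locus was not distinguishable between genotypes (log_2_FC -0.13, adjusted *P* = 0.835, edgeR).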

Of these, 103 circRNAs were differentially expressed in *nova-1* mutants compared to wild-type, with 76 upregulated and 27 downregulated circRNAs (Fig. 1a; Supplementary Table 1) (|Fold-change| > 1.4, adj. *P* < 0.05). RT-qPCR validation of select circRNAs using outward-facing primers confirmed the directionality of expression changes in selected circRNAs, including 2 upregulated and 3 downregulated circRNAs (Fig. 1b). The *rin-1* gene produces multiple circRNAs, and the selected circRNA did not exhibit a significant change in expression in *nova-1* mutants (*P* = 0.0874) (Fig. 1b). Importantly, the corresponding linear transcripts of the host genes did not show significant expression changes (Fig. 1b). Notably, 73 of the 103 differentially expressed circRNAs overlapped with a previously characterized set of age-associated circRNAs (Supplementary Fig. 1d) (Cortés-López et al. 2018). 

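The published age-associated set was not used here, and the cel_circ IDs of Supplementary Table 3 stand in for it. Of the 57 loci that passed the unadjusted criterion in the count table, 44 (77.2%) had a cel_circ ID, against 118 of all 141 loci (83.7%). Loci with such an ID were not more frequent among called than among uncalled loci (two-sided Fisher's exact test, p = 0.106).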

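In the count table, 25 of the called loci with a cel_circ ID were higher and 19 were lower in *nova-1* mutants.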

77% (56/73) of these circRNAs are upregulated in *nova-1* mutants, and concurrently downregulated in wild-type, while 23% (17/73) are downregulated. For example, this included *cel_circ_new_0000088*, derived from the *Y52B11A.8* gene, which was significantly downregulated in *nova-1* mutants (*P* = 8.42e-05). 

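Over all called loci, 52.6% were higher in *nova-1* mutants, and an exact binomial test that treats loci as independent did not separate this from an even split (two-sided, p = 0.791). The split depended on the scaling. With column totals and no TMM, a setting chosen after the data were seen, 35 loci were higher and 16 were lower (68.6% higher). The median log_2_FC over all loci then moved by 0.23. The 3 loci with the most counts held 51.9% ± 3.62 of all counts (SD, n = 5) in wild-type and 39.8% ± 5.70 (SD, n = 5) in *nova-1* mutants (two-sided exact permutation test, p = 0.0159). Under column totals, their smaller share in the mutants raises the other loci as a whole. With RLE factors in edgeR, the DESeq2 size factors or the total sequenced reads as library size, between 50.0% and 50.9% of the called loci were higher. In the paper's own list, 73.8% of the called circRNAs are upregulated, against 61.9% of those that are in the count table. Of the 21 to which the list gives an FDR under 0.05, 10 are upregulated. That FDR is below its *P* in 3 rows of the list, so the 21 are an uncertain selection. From the direction of change of its differentially expressed circRNAs, those matched to the age-associated set included, the paper proposes an inhibitory role.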

Together, these findings suggest that NOVA-1 tends to inhibit the expression of a subset of age-regulated circRNAs in *C. elegans*.

**Fig. 1.**
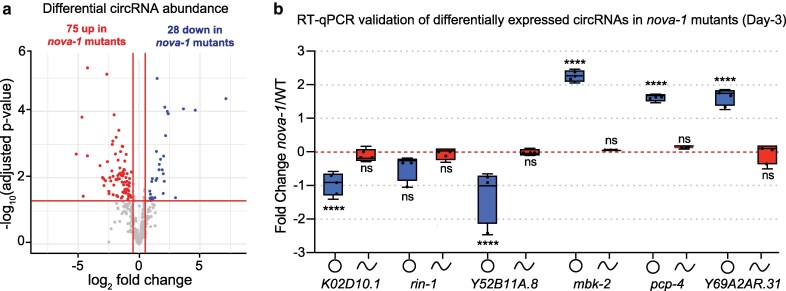
NOVA-1 regulates a subset of circRNAs. a) Volcano plot of differentially expressed circRNAs in whole animals of *nova-1* mutants compared to wild-type control as determined by RNA-seq. Significantly downregulated and upregulated genes (Log_2_ fold-change >2, adj. *P* < 0.05), blue color represents down-regulated circRNAs, red color represents upregulated circRNAs. Significance was determined by a quasi-likelihood F-test under a negative binomial model. *P*-values were adjusted using the Benjamini–Hochberg false discovery rate (FDR) method. b) RT-qPCR analysis of circular and linear differentially regulated transcripts in day-3 adults of *nova-1* mutants compared to wild-type. Shown are 3 upregulated and 3 downregulated circRNAs. *n* = 3 independent biological replicates. Data was normalized to *cdc-24* mRNA, and is represented as the mean ± SEM; ns, not significant; ****P < 0.001. Statistical comparisons were performed with a two-way ANOVA followed by a Sidak's post hoc multiple comparisons test.

### Distinct circ-*crh-1* isoform regulation by NOVA-1

We previously identified 2 circRNAs derived from the *crh-1* gene (i.e. *cel_circ_0000438* and *cel_circ_0000439*) (Knupp et al. 2022). These circRNAs are 2 of the most abundant, age-accumulated circRNA isoforms derived from the *crh-1* host gene. The circRNAs differ by only in 6 nucleotides, as a result of an alternative splice acceptor site (A3′SS) in exon 4 of the *crh-1* locus, and are collectively referred to as circ-*crh-1* (Fig. 2a). To determine whether NOVA-1 influences circ-*crh-1* formation, we quantified the expression of the 2 circ-*crh-1* isoforms using RT-qPCR in 3-d-old adults. We observed a significant reduction in *cel_circ_0000438* in *nova-1* mutants, while levels of *cel_circ_0000439* and linear *crh-1* were not significantly changed, although linear *crh-1* showed a marginal trend toward reduction (*P* = 0.052) (Fig. 2b). These findings suggest that loss of NOVA-1 modulates the expression of one circ-*crh-1* isoform (ie *cel_circ_0000438*) likely by selectively impairing back-splicing at one acceptor site without affecting the other circ-*crh-1* isoform or linear *crh-1*. Alternatively, NOVA-1 may simply regulate the selection of the A3′SS at the *crh-1* exon 4 locus, which in turn affects both circular and linear splicing outcomes.

**Fig. 2.**
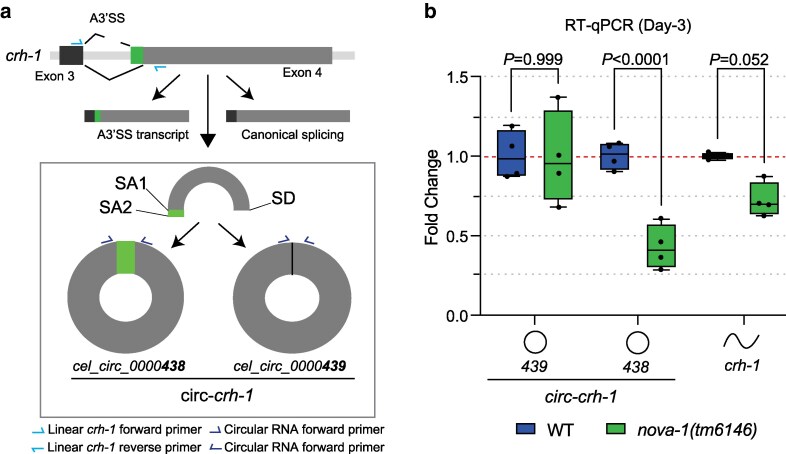
NOVA-1 differentially regulates 2 circ-*crh-1* isoforms. a) Schematic showing the alternative site usage in exon 4 of *crh-1*. Two circRNAs (*cel_circ_0000438* and *cel_circ_0000439*) are generated by back-splicing of exon 4, using 2 alternative splice acceptors (SA) and one shared splice donor (SD). b) RT-qPCR analysis of circular and linear circ-*crh-1* transcripts in 3-d-old adults at 20 °C of *nova-1* mutants compared to wild-type. *nova-1* mutants reduce *cel_circ_0000438* expression but not *cel_circ_0000439*, whereas the linear *crh-1* transcript is not significantly changed. Linear and circRNA oligo primers used for RT-qPCR analysis are shown in panel b. *n* = 4 independent biological samples. Data are normalized to *cdc-24* mRNA and are represented as the mean ± SEM. Statistical comparisons were performed with a two-way ANOVA followed by a Sidak's post hoc multiple comparisons test.

### NOVA-1 regulates alternative splicing events

We performed analysis of linear alternative splicing using rMATS-turbo v4.3.0 (Shen et al. 2014; Wang et al. 2024) on all wild-type and *nova-1* mutant samples, identifying over 16,000 linear splicing events. After applying stringent filtering (FDR ≤ 0.05, |ΔPSI| ≥ 0.2), 307 total events were classified as differentially expressed in *nova-1* mutants compared to wild-type controls (Figs. 3a and 4a; Supplementary Table 4). Of these, 195 (64%) involved alternative 3′ splice site (A3′SS) usage, and 80 (26%) were skipped exons (SE) (Figs. 3b and 4a). The remaining 10% comprised alternative 5′ splice sites (5A′SS), retained introns (RI), and mutually exclusive exons (MXE) (Figs. 3b and 4a), indicating widespread splicing disruption in the absence of NOVA-1.

**Fig. 3.**
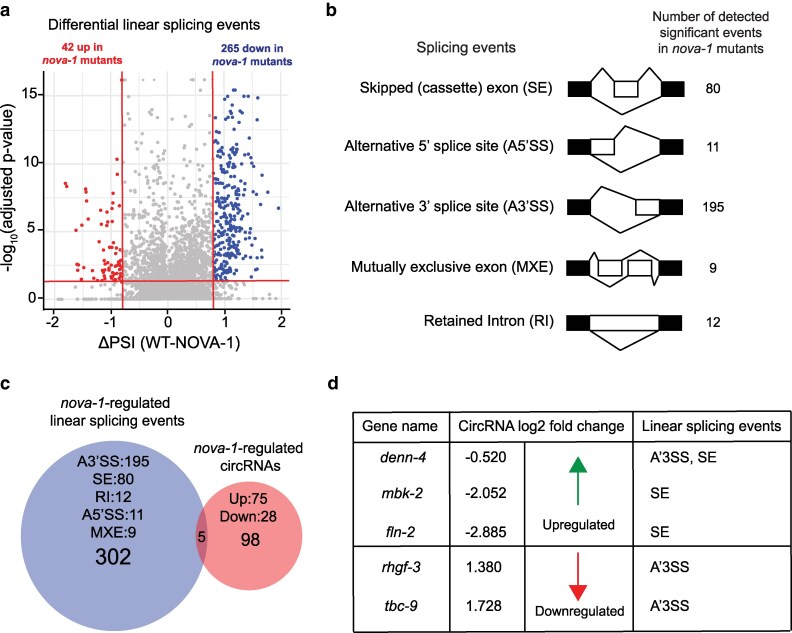
NOVA-1 regulates distinct gene sets during pre-mRNA alternative splicing and back-splicing programs. a) Volcano plot showing total splicing changes in *nova-1* mutants compared to wild-type control. Points represent transcripts from any of the 5 linear splicing events (i.e. A3′SS, A5′SS, SE, MXE, and RI). Upregulated and downregulated splicing events correspond to points with percent splice in changes (ΔPSI = WT_PSI—NOVA-1_PSI) ≤ −0.2 (red) and ΔPSI ≥ 0.2 (blue), respectively (FDR ≤ 0.05; adj. *P* < 0.05). b) Schematic representation of the 5 splicing events and the number of detected significant events in *nova-1* mutants vs wild-type (FDR ≤ 0.05, |ΔPSI| ≥ 0.2). Alternative 3′ splice site usage (A3′SS) and Skipped exons (SE) are the most abundant of the AS events, both accounting for approximately 90% of *nova-1*-regulated linear splicing events. Alternative 5′ splice site usage (A5′SS), retained introns (RI) and exclusive exons (MXE) account make up the remaining 10% of splicing events regulated by *nova-1*. White exons (boxes) indicate alternatively “spliced in” exons during linear pre-mRNA alternative splicing. c-d) Venn diagram showing the relationship between *nova-1*-regulated linear splicing and back-splicing events. CircRNAs derived from 3 of the 5 host genes in this category are more abundant in *nova-1* mutants compared to wild-type controls and all have lower skipped exon PSI (see d), with the exception of *denn-4,* which, in addition, has a lower A3′SS usage compared to control, alongside 2 *nova-1*-regulated low abundance circRNAs (see d).

**Fig. 4.**
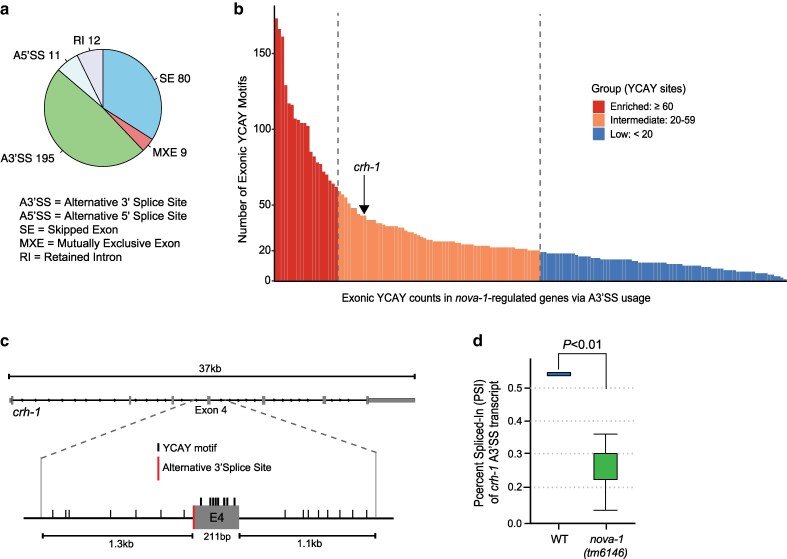
NOVA-1 modulates alternative splice site selection at the *crh-1* locus. a) Pie chart of 5 splicing events with the number of detected significant events in *nova-1* mutants vs wild-type (FDR ≤ 0.05, |ΔPSI| ≥ 0.2) for alternative 3′ splice site usage (A3′SS), alternative 5′ splice site usage (A5′SS), skipped exons (SE), retained introns (RI), and exclusive exons (MXE). b) Number of exonic YCAY motif sites within alternatively spliced transcripts regulated by NOVA-1 categorized by the number of YCAY sites: low (<20), intermediate (20 to 59), and enriched (>60). c) Schematic of the *crh-1* gene with a total of 43 YCAY motif sites with 8 shown in exon 4, which is subject to A3′SS usage. In addition, 7 and 8 YCAY sites are shown in upstream and downstream intronic sequences of exon 4, respectively. d) Reduced percent spliced In (PSI) at exon 4 of *crh-1* (A3′SS) in *nova-1* mutants. Differential splicing was quantified using rMATS, which applies a likelihood-ratio test on exon inclusion levels between samples with Benjamini–Hochberg false discovery rate (FDR) correction. PSI values were visualized using the maser R package.

Next, we examined YCAY motif sites in alternatively spliced transcripts regulated by NOVA-1. Exonic YCAY sites were categorized into 3 different groups: low (<20 sites), intermediate (20–59 sites), and enriched (>60 sites). This analysis revealed that 168 (55%) of the 307 significant splicing events contained 20 or more YCAY motif sites (Fig. 4b; Supplementary Table 4). Focusing on the *crh-1* gene, we identified a total of 43 YCAY sites (Fig. 4c; Supplementary Table 4) with 8 located in exon 4 (Fig. 4c), which is subject to A3′SS usage. Notably, this represents at least 3 more YCAY sites than were identified in any other *crh-1* exon, suggesting preferential NOVA-1 binding near exon 4. In addition, 7 and 8 YCAY sites were identified in the upstream and downstream intronic regions flanking exon 4, respectively (Fig. 4c). A3′SS selection at exon 4 of *crh-1* generates 2 isoforms of the same exon differing by 6 nucleotides (205 nucleotides compared to 211 nucleotides, Fig. 2a). 

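In the WBcel235 annotation, *crh-1* lies on chromosome III from 11657767 to 11693981. The 211-nt form of exon 4 spans 11688126 to 11688336 and belongs to transcript Y41C4A.4b.1, and the 205-nt form spans 11688132 to 11688336 and belongs to 5 transcripts, among them Y41C4A.4a.1. Both forms share the 3′ end and differ only at the splice acceptor. In the count table the junctions of cel_circ_0000438 and cel_circ_0000439 begin at 11688007 and 11688013 and share the end 11688217, and Supplementary Table 3 lists them from 11688125 and 11688131 to 11688336.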

Our data suggest that loss of *nova-1* favors canonical 205-nt exon 4 splicing and reduces selection of the A3′SS isoform (Fig. 4d; Supplementary Fig. 1b). Since the YCAY motif is short and its presence in A3′SS transcripts could occur by chance, we also examined YCAY occurrences in more than 2,000 transcripts that showed no difference in A3′SS usage (negative controls) between wild-type and *nova-1* mutant animals. Among these non-significant transcripts, only 14% contained over 20 exonic YCAY motifs (intermediate-enriched), compared to more than 48% of the 195 transcripts in the significant dataset (Supplementary Fig. 1c; Supplementary Table 4). This enrichment pattern indicates that YCAY tetranucleotide occurrences are not random and likely play an important role in NOVA-1-mediated regulation of A3′SS usage. Together, these findings suggest that NOVA-1-mediated alternative splicing may intersect with its role in back-splicing.

### Minimal overlap between NOVA-1-regulated circRNAs and alternative splicing targets

Since *nova-1* mutations affect both back-splicing (103 circRNAs) and alternative splicing events (307 linear transcripts), we next examined potential overlap between these 2 regulatory processes. Of the 103 differentially expressed circRNAs, only 5 showed overlap with *nova-1*-regulated linear splicing events (Fig. 3c). 

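In the count table, 22 loci had a host gene with an event in Supplementary Table 4, and these came from 11 host genes. Of the 57 loci that passed the unadjusted criterion, 5 were among them, from the 4 host genes *mbk-2*, *tbc-9*, *Y105E8A.25* (the sequence name of *rhgf-3*) and *unc-62*, the last of which was named after its values were seen. Without wild-type replicate 1 the number was 8, and with column totals and no TMM it was 3.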

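Of the 5 overlapping loci, 1 was higher and 4 were lower in *nova-1* mutants. The *mbk-2* locus was the one that increased. For *Y105E8A.25*, cel_circ_new_0000503 fell from 35.6 ± 25.1 normalized counts (SD, n = 5) in wild-type to 12.4 ± 4.11 (SD, n = 5) in *nova-1* mutants (log_2_FC -1.52, standard error 0.39, adjusted *P* = 0.00407, edgeR). Wild-type replicate 1 was the highest at 78.1, against 16.3 to 37.0 in the others. Without it the log_2_FC was -0.99 (adjusted *P* = 0.023, edgeR). The second called locus of this gene, cel_circ_0000162, fell from 39.97 ± 13.7 to 21.4 ± 9.43 (log_2_FC -0.90, standard error 0.32, adjusted *P* = 0.0326, edgeR). Wild-type replicate 1 stood apart at 63.7, and without it the adjusted *P* was 0.0727. It still passed the unadjusted criterion without that replicate (unadjusted *P* = 0.0279, edgeR). Passing the adjusted threshold did not rest on that replicate alone. Of the 10 fits that each left out one replicate, 5 no longer passed the adjusted threshold. The highest adjusted *P*, 0.0835 (edgeR), came without *nova-1* replicate 5. The other 3 loci of this gene had log_2_FC of -0.51, -0.46 and -0.10, none past the threshold, but without wild-type replicate 1 the first of them, cel_circ_new_0000501, passed it (log_2_FC -0.74, adjusted *P* = 0.0044, edgeR). The *tbc-9* circRNA cel_circ_0000567 fell from 19.8 ± 12.5 to 6.12 ± 2.45 normalized counts, and the other *tbc-9* locus, cel_circ_0000566, was not distinguishable between genotypes (log_2_FC -0.41, standard error 0.41, and 0.27 without wild-type replicate 1). The *unc-62* locus had a log_2_FC of -0.94 with an unadjusted *P* of 0.0379 (edgeR).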

Specifically, 3 of the 75 upregulated and 2 of the 28 downregulated circRNAs overlapped with *nova-1*-regulated linear splicing events (Fig. 3d). All overlapping splicing events fell within alternative 3′ splice site (A3′SS) or skipped exon (SE) categories, with *denn-4* undergoing both A3′SS usage and SE (Fig. 3d). 

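Both *denn-4* circRNAs in the count table were below the threshold. The one in the paper's list, cel_circ_0000947, had 14.4 ± 5.62 normalized counts (SD, n = 5) in wild-type and 18.9 ± 3.34 (SD, n = 5) in *nova-1* mutants, a log_2_FC of 0.41 (standard error 0.36, unadjusted *P* = 0.265, edgeR). The other, cel_circ_0000479, had a log_2_FC of -0.21 (standard error 0.35). The event tabs of Supplementary Table 4 list *mbk-2* under skipped exons, *tbc-9* and *Y105E8A.25* under alternative 3′ splice sites, and *unc-62* under mutually exclusive exons.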

Interestingly, the *crh-1* gene displayed a reduced Percent Spliced In (PSI) at exon 4 (A3′SS) in *nova-1* mutants (Fig. 4d; Supplementary Fig. 1b). This together with our RT-qPCR analysis (Fig. 2b) supports a model in which NOVA-1 differentially regulates the expression of circ-*crh-1* isoforms by modulating alternative splicing. Overall, although NOVA-1 impacts both alternative splicing and circRNA expression, their regulatory overlap is confined to a small subset of targets.

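Called loci were not enriched for host genes with an altered linear splicing event. Such a host gene was found for 8.8% of the 57 called loci and for 20.2% of the loci that were not called (two-sided Fisher's exact test, p = 0.0966). The test treats loci of one host gene as independent.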

### Loss of NOVA-1 extends mean lifespan and enhanced stress resistance

Given that we previously showed that loss of circ-*crh-1* circRNAs extends mean lifespan (Knupp et al. 2022), we next tested whether *nova-1* mutants exhibit similar lifespan phenotypes. Lifespan assays revealed that *nova-1* mutant animals have a significant 14.75% increase in mean lifespan compared to wild-type controls (*P* < 0.0001, Fig. 5a). Because enhanced longevity is often associated with improved stress resistance (Zhou et al. 2011), we also examined thermotolerance as a potential contributing factor. Following a 4-h heat shock at 35 °C, *nova-1* mutant adults showed markedly improved recovery relative to wild-type animals (Fig. 5b), suggesting that increased stress resilience may underlie the extended lifespan observed in these *nova-1* mutants. Together, these findings suggest that the altered expression of circRNAs, together with changes in 3′ alternative splicing and exon skipping events, may contribute to the increased mean lifespan and stress resistance phenotype of *nova-1* mutants.

**Fig. 5.**
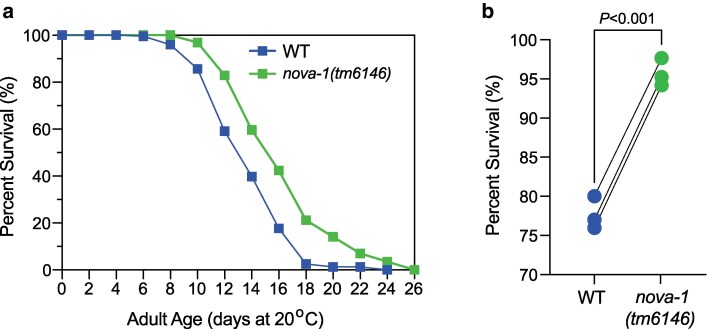
*nova-1* mutants extend mean lifespan and increase heat resistance. a) Lifespan curves for *nova-1* mutant animals compared to wild-type*. nova-1* mutants extend mean lifespan compared to wild-type (*P* < 0.0001, Mantel–Cox log-rank test). *n* = 2 independent lifespan assays were performed with *n* = 150 animals at 20 °C for each assay and genotype in the absence of FUdR. b) Loss of *nova-1* during heat shock results in increased viability. Heat shock treatment was performed on synchronized L4 worms for 4 h at 35 °C and the percentage of survival was determined after 24 h recovery at 20 °C for *nova-1* mutants compared to wild-type controls. *nova-1* mutants exhibit increased resistance to heat exposure compared to wild-type. Three biological replicates with *n* = 90 animals for each survival assay and genotype in the absence of FUdR. Statistical comparisons between wild-type and *nova-1* mutants were performed with an unpaired two-tailed *t*-test.

## Discussion

Our study shows that the RNA-binding protein NOVA-1 regulates the expression of a subset of circRNAs in *C. elegans*, including the age-associated *cel_circ_0000438* (circ-*crh-1*). Using RNA-seq and RT-qPCR analysis, we identified circRNAs whose expression are altered in *nova-1* mutants. Interestingly, the majority of differentially expressed circRNAs were upregulated in *nova-1* mutants, suggesting that unlike NOVA2 in mammals where it promotes circRNA production by binding intronic YCAY motifs to enhance back-splicing in neural tissues (Knupp et al. 2021), NOVA-1 in *C. elegans* may act as a negative regulator of circRNA expression. However, because our RNA-seq analysis was performed on whole worms, it remains possible that NOVA-1 in *C. elegans* promotes circRNA formation in select tissues such as neurons.

Beyond circRNA regulation, we observed widespread splicing disruptions in *nova-1* with the majority of significant changes involving alternative 3′ splice site (A3′SS) selection and exon skipping (SE). This enrichment of A3′SS is consistent with findings from mammalian systems where it was observed that NOVA1/2 proteins bind YCAY sites to regulate diverse alternative splicing outcomes including cassette exons, intron retention and importantly A3′SS usage (Ule et al. 2005; Licatalosi et al. 2008; Zhang et al. 2010). More recently, over 2,000 NOVA1/2-regulated splicing events were identified in the developing mouse cortex, many of which involved A3′SS usage (Saito et al. 2016). Thus, the enrichment of A3′SS events in *C. elegans nova-1* mutants is highly similar with NOVA's established splicing functions in vertebrates. Moreover, similar to mammalian NOVA2, where circRNA abundance is largely uncoupled from linear alternative splicing (Knupp et al. 2021), we observed that only a small subset of differentially expressed circRNAs in *nova-1* mutants overlapped with genes exhibiting altered linear splicing. The *crh-1* locus illustrates this partial convergence where reduced expression of *cel_circ_0000438* in *nova-1* mutants corresponds with a shift in splice acceptor site usage, whereas expression of the closely related *cel_circ_0000439* and linear *crh-1* remains unaffected. This may be explained by A3′SS selection at exon 4 of the *crh-1* locus, which generates 2 isoforms of the exon that differ by only 6 nucleotides. 

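In the RNA-seq samples, cel_circ_0000438 had 38.8 ± 8.71 normalized counts (SD, n = 5) in wild-type and 26.9 ± 11.6 (SD, n = 5) in *nova-1* mutants, a log_2_FC of -0.51 (standard error 0.30, adjusted *P* = 0.21, edgeR), which did not pass the adjusted threshold. The counts of cel_circ_0000439 were 121 ± 42.0 and 148 ± 28.8 (log_2_FC 0.30, standard error 0.26, adjusted *P* = 0.418, edgeR). Of the circ-*crh-1* counts, 25.4% ± 5.16 (SD, n = 5) were cel_circ_0000438 in wild-type and 15.3% ± 5.27 (SD, n = 5) in *nova-1* mutants, a difference of -10.2 percentage points. Every *nova-1* replicate was below every wild-type replicate (two-sided exact permutation test, p = 0.00794, the smallest p that 5 against 5 allow). The margin between the groups was narrow, since the lowest wild-type replicate had 21.3% (95% Wilson interval 16.2 to 27.6, 197 counts) and the highest *nova-1* replicate had 21.1% (16.5 to 26.5, 256 counts). With each replicate left out in turn, the difference stayed between -11.6 and -7.98 percentage points. The scaffolds of the 2 isoforms differ by 6 nt at the junction, so reads that end close to it could have been counted for either one. In Supplementary Table 4, the paper's PSI for the *crh-1* alternative 3′ splice site is 0.448 to 0.573 in wild-type and 0.134 to 0.365 in *nova-1* mutants. These PSI values come from the same libraries.

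**Figure D2:**
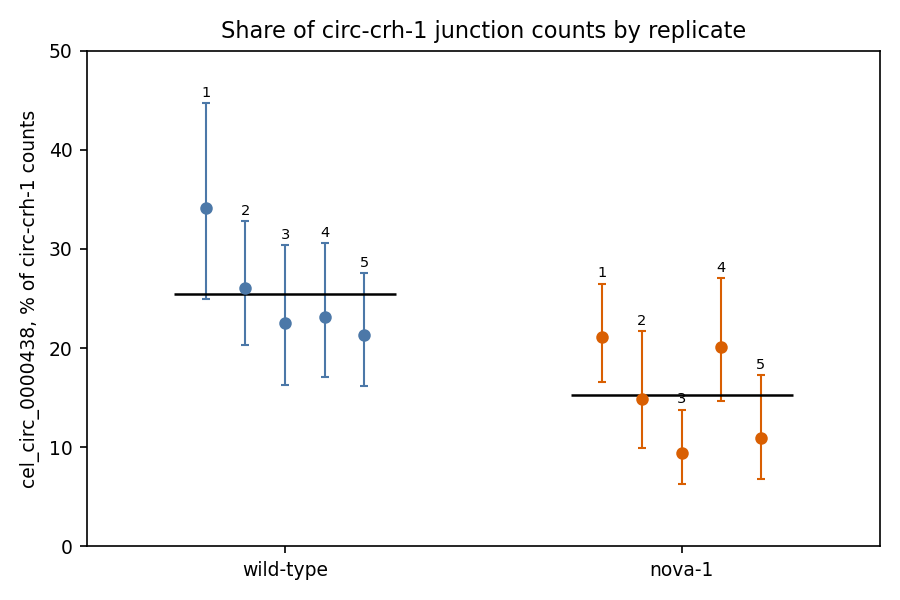
Percent of circ-crh-1 junction counts assigned to cel_circ_0000438 (vertical axis) in each of the 5 wild-type and 5 nova-1 replicates (horizontal axis, labelled by replicate number). Points are replicates with 95% Wilson intervals and black lines are group means, at 25.4% in wild-type and 15.3% in nova-1 mutants.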

The 2 *crh-1*-derived circRNAs (*cel_circ_0000438* and *cel_circ_0000439*) originate from these same alternative exon 4 isoforms. Consequently, decreased A3′SS selection in *nova-1* mutants corresponds to reduced production of the circRNA generated from the longer exon 4 (*cel_circ_0000438*), while the circRNA derived from the shorter exon 4 isoform (*cel_circ_0000439*) remains unaffected. Therefore, NOVA-1 loss negatively affects both A3′SS selection in the linear transcript and production of the corresponding circRNAs. This parallel regulation suggests that NOVA-1 influences 3′ splice site choice, which in turn impacts both linear and circular splicing. Several studies and reports (Knupp and Miura 2018; Li et al. 2018; Wang et al. 2025) have described competition between canonical splicing and back-splicing, and our findings are consistent with NOVA-1 acting to balance these splicing pathways at *crh-1* exon 4. Upon NOVA-1 loss, the spliceosome preferentially selects the canonical 3′ splice site, leading to reduced A3′SS selection and back-splicing. These findings suggest that NOVA-1 in *C. elegans* functions through both shared mechanisms by modulating splice acceptor site choice that influences circRNA back-splicing and distinct pathways that regulate circRNA levels independent of linear splicing.

The position of YCAY motif sites in pre-mRNA determines how NOVA influences splicing regulation (Ule et al. 2006; Witten and Ule 2011). Additionally, NOVA selectively inhibits or promotes alternative splicing regulation depending on whether the sites are exonic or intronic, respectively (Ule et al. 2006). We identified YCAY sites in exon sequences and found enrichment of these sites in over half (55%) of the NOVA-1-regulated transcripts. Interestingly, this exonic enrichment did not result in widespread inhibition of NOVA-1-regulated alternative splicing events in wild-type *C. elegans*, as observed in mammals (Ule et al. 2006). A reasonable explanation may be that *C. elegans* introns are generally shorter and lack strong polypyrimidine tracts compared to mammals, which could alter the way NOVA-1 engages with the spliceosome and reduce the likelihood of reproducing the same splicing regulatory outcomes as observed in mammals. Despite this apparent difference, our analysis revealed that SE still represented the most affected alternative splicing category, with 24 of 80 events (30%) reduced in wild-type compared to *nova-1* mutants. Overall, while the NOVA-mediated bidirectional control of alternative splicing established in mammals provides useful general insights (Ule et al. 2006), our findings suggest that NOVA-regulated alternative splicing in *C. elegans* follows the same underlying principles but plays out differently due to species-specific intron differences and splicing constraints.

Taken together, these findings extend our view of NOVA proteins as key regulators of alternative splicing and circRNA regulation. This study expands our understanding of RBP-mediated circRNA regulation and highlights NOVA-1's dual role in circRNA expression and splice site choice that may contribute to the regulation of lifespan and stress resistance in *C. elegans.*

## Supplementary Material

jkag016_Supplementary_Data

## Data Availability

Worm strains are available upon request from the authors. All data necessary for confirming the conclusions are present within the article, figures, and tables. Raw FASTQ files are deposited in the NCBI Sequence Read Archive (BioProject: PRJNA1337704) and NCBI Gene Expression Omnibus (GEO) (GSE316630). Individual accession numbers and read statistics are listed in Supplementary Table 2. Data on differentially expressed circRNAs are listed in Supplementary Table 3. Data on differential linear splicing events are listed in Supplementary Table 4. Supplemental material available at G3 online.

# Supplementary material for: The RNA-binding protein NOVA-1 regulates circRNA expression, alternative splicing, and aging in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2026 Jan 22;16(4):jkag016. doi: 10.1093/g3journal/jkag016
**Supplement:** jkag016_Supplementary_Data

**The RNA-binding protein NOVA-1 regulates circRNA expression, alternative splicing, and aging in *C. elegans***

Emmanuel Adeyemi ^1,#^, Hussam Z. Alshareef ^1,2,#^, Jaffar M. Bhat ^1,3^, Pedro Miura ^4,5^, and Alexander M. van der Linden ^1,*^

^#^ These authors contributed equally to the work.

**Supplementary Information**

**Supplementary Figure 1: (A)** Schematic of mutation in the *nova-1* gene used in this study. The allele was generated using CRISPR/Cas9 (see Material and Methods). **(B)** Sashimi plot illustrating differential splicing events between wild-type and *nova-1* mutants, involving exon 4 at the *chr-1* locus (chrIII:11688217-11691174). Filled peaks represent read coverage for each sample, and arcs indicate splice junctions with corresponding junction read counts. Top arcs display junction read counts for canonical splicing between exon 3 and 4 while bottom arcs display junction read counts for A3’SS selection. Light blue peaks and lines indicate exon splice sites and splicing events in wild-type samples; dark blue peaks indicate exon splice sites and splicing events in *nova-1* mutants. Sashimi plot generated using the shiba2sashimi (v0.1.7) package. **(C)** YCAY site summary in significant and non-significant A3’SS events between wild-type and *nova-1* mutants. The non-significant set includes >2,000 transcripts serving as negative controls, while 195 A3’SS events were classified as significantly regulated (FDR ≤ 0.05, |ΔPSI| ≥ 0.2). **(D)** Venn Diagram showing the overlap between 1,166 previously reported age-associated *C. elegans* circRNAs (Cortés-López et al. 2018) with the 103 *nova-1*-regulated circRNAs identified in this study.

**Supplementary Table 1: Oligonucleotide primers**

All primer sequences for linear or circular RNAs used in this study.

**Supplementary Table 2: RNA sequencing read statistics**

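Supplementary Table 2 gives the total reads of each library and the percentage mapped to circRNA. The paper's percentages run from 0.0204 to 0.0978 in wild-type and from 0.0186 to 0.04 in *nova-1* mutants, with the highest in wild-type replicate 1. Counts on the 141 loci of the count table, set against the same totals, run from 80.8 to 151 per 1000000 reads in wild-type, where replicate 1 is again the highest, and from 80.9 to 93.5 in *nova-1* mutants.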

RNA-seq read statistics for 5 independent biological samples of wild-type and *nova-1(tm6146)* mutants with NCBI Sequence Read Archive (SRA) and NCBI Gene Expression Omnibus (GEO) IDs for each sample.

**Supplementary Table 3: Detected and differentially expressed circRNAs**

Tab 1 lists all differentially expressed (DE) circRNAs between wild-type and *nova-1(tm6146)* mutants. 

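This tab has 103 rows, 76 marked Up and 27 marked Down, and 75 rows carry a cel_circ ID, with 1 ID listed again. The log_2_FC in it is wild-type over *nova-1*, so that Up rows have negative values. An FDR under 0.05 is given for 21 of the rows, 10 marked Up and 11 marked Down. In 3 rows the listed FDR is below the listed *P*, which a Benjamini–Hochberg adjustment cannot give, so the number 21 is uncertain. The count table holds 42 of the 103 loci, 26 of them marked Up and 16 marked Down, and 40 of these were called here, 24 higher and 16 lower in *nova-1* mutants.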

Tab 2 lists all detected circRNAs in the RNA-seq samples.

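This tab has 686 rows, and 403 of them (58.75%) name the ribosomal RNA gene *rrn-3.1* as host. The criterion of the methods, an absolute log_2_FC above 0.5 with *P* under 0.05, holds for 110 rows, and an FDR under 0.05 for 22. Of the 138 loci that could be linked between this tab and the count table, 124 had the same direction of change in both, and their log_2_FC values had a Pearson correlation of 0.976 across loci, which are not independent replicates and come from the same libraries.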

**Supplementary Table 4: Differential linear splicing events**

Shown are differential linear splicing events between wild-type and *nova-1(tm6146)* mutants. Tab 1 lists all differential alternative 3’ splicing events (A3’SS). Tab 2 lists all differential skipped exons (SE). Tab 3 lists all differential retained introns (RI). Tab 4 lists all differentia alternative 5’ splicing events (A5’SS). Tab 5 lists all differential exclusive exons (MXE). Tab 6 lists all non-significant A3’SS events. In all tabs, red color indicates enriched (>60) YCAY sites, orange indicates intermediate (20–59) YCAY sites, and light blue indicates low (<20) YCAY sites. The Reduced Percent Spliced In (PSI) is indicated for each splicing event in wild-type (WT) and *nova-1(tm6146)* mutants.

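PSI is the share of transcripts, estimated from junction and exon reads, that include the alternative segment of an event, and it is listed separately for each of the 5 replicates of both genotypes. For the *crh-1* event the mean of the listed values is 0.532 ± 0.048 (SD, n = 5) in wild-type and 0.262 ± 0.087 (SD, n = 5) in *nova-1* mutants. These are the paper's values, and linear splicing was not analysed here.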

**Literature cited**

Cortés-López M, Gruner MR, Cooper DA, Gruner HN, Voda AI, van der Linden AM,

Miura P. 2018. Global accumulation of circRNAs during aging in *Caenorhabditis*

*elegans*. *BMC Genomics* **19**: 8.

How the deposited data were processed for this re-analysis (not part of the article)

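The data are RNA-seq counts of circRNA back-splice junctions in whole wild-type and *nova-1* mutant hermaphrodites on day 3 of adulthood, with 5 biological replicates of each genotype. The authors deposited raw counts, which they made by aligning the reads to WBcel235/ce11 with HISAT2 v2.2.1, realigning unmapped reads with BWA v0.7.18, predicting circRNA loci with CIRI2 v2.0.6, removing loci with fewer than 12 junction reads, mapping the reads to 200-nt junction scaffolds with Bowtie2 v2.5.4, removing duplicates with Picard and counting with featureCounts v2.0.1. The counts are not normalized and replicates are not pooled. The table covers 141 loci. Each column was matched to its sample by genotype and replicate number, and no column was left over.

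By a rule chosen after the data were seen, loci were linked to the paper's Supplementary Table 3, which gives circRNA IDs and host genes, when their coordinates were identical or when a single row on the same chromosome had a start within 150 nt and a span within 1 nt. This linked 138 loci, 112 by identical coordinates and 26 by a shift. Coordinates were not converted. Host gene positions are those of the WBcel235 RefSeq gene table, in which 134 loci had a match.

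Differential expression was tested with edgeR v4.0.16 (glmQLFit and glmQLFTest in R v4.3.3), with TMM normalization on the column totals and no covariate. Every locus with a count was included. A locus was called at an absolute log_2_FC above 0.5 and *P* under 0.05, as in the paper's methods, and separately at a Benjamini–Hochberg adjusted *P* under 0.05, the criterion in its results text. Standard errors of log_2_FC were taken as the absolute log_2_FC divided by the square root of *F*. Shares and totals were compared with two-sided exact permutation tests, whose smallest p with 5 against 5 replicates is 0.0079. Wilson intervals are at 95%, and 3 counts is taken as the smallest detectable number. The circRNAs named in the text are all loci of the host genes the paper names, the 5 highest and 5 lowest log_2_FC past the adjusted threshold and the 3 loci with the largest mean count, a rule set before the data were examined. Of the 11 host genes, *Y52B11A.8*, *pcp-4*, *Y69A2AR.31* and *fln-2* were not analysed here because no locus was linked to them.

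The edgeR procedure was tested on simulated data with the libraries and mean counts of the 141 loci and 30 of them changed by a log_2_FC of 1.5 in either direction. At the adjusted threshold it recovered 25 of the 30 (83.3%) and called 3 of the 111 unchanged loci, and DESeq2 v1.42.0 recovered 25 and called 4. Every simulated locus had the same dispersion (0.105), and no replicate was made to stand apart. The simulation therefore does not cover loci of uneven spread or an outlying sample such as wild-type replicate 1.

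Library totals were 7955 to 15014 counts, so a change at a locus with a few counts per replicate can be missed, and a locus without counts can only be bounded. Alternatives were RLE factors, DESeq2, total sequenced reads as library size, a filter on low counts, summing loci whose ends lie within 2 nt, robust dispersion estimation, the replicate number as a block, leaving out each replicate in turn, and column totals without TMM. Replicate numbers 1 to 5 occur in both genotypes in the sample labels, which do not say that same-numbered samples were handled together. Linear splicing, RT-qPCR, lifespan and heat-shock data were not analysed here.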

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

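All tests of explanations in this part were chosen after the results were seen. Among 53 groups of 5 replicates, 5 had 1 replicate set apart from the others by a gap of more than 0.71 of the group's range, where chance gives about 2.7.

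Wild-type replicate 1 was the outlying sample in 3 of the 5. Its normalized counts were 63.73 for *Y105E8A.25* cel_circ_0000162 (30.3 to 39.4 in the other 4), 41.29 for *tbc-9* cel_circ_0000567 (10.7 to 17.9) and 30.52 for *elf-1* cel_circ_0000303 (5.83 to 11.9). Without this replicate the log_2_FC was -0.66 (adjusted *P* = 0.0727, edgeR), -1.24 (adjusted *P* = 0.0279) and -1.58 (adjusted *P* = 0.0256), so that the first no longer passed the adjusted threshold, although it passed the unadjusted one, and the other two passed both. The unadjusted *P* of the first was 0.0279 (edgeR). Over the 10 fits that each left out one replicate, the adjusted *P* ran from 0.00925 to 0.0835 for the first, from 0.0039 to 0.0279 for the second and from 0.00427 to 0.0411 for the third. The replicate also held 1.63 times the circRNA counts per 1000000 sequenced reads of the median of the other wild-type replicates, while its sequenced reads were only 1.08 times theirs, so deeper sequencing does not account for the excess. A few loci taking most of the counts was tested by leaving out *vit-6*, *col-181* and *zip-2*, which were picked after the values were seen. Its total then fell from 151 to 58.3 per 1000000 reads, just above the 44.6 to 58.2 of the other 4, and with the 3 loci of largest mean count left out instead (*vit-6*, *rps-7* and *zip-2*) it was 71.5. The replicate was high at *vit-6* (6604 counts against 2338 to 4122 in the other 4) and *col-181* (2481 against 266 to 471), but low at *zip-2* (142 against 459 to 702), so that leaving out *zip-2* worked against the test. With *vit-6* and *col-181* alone left out, the total was 59.7, within the 49.3 to 65.3 of the other 4. As these 2 loci were picked for their excess, this shows where the excess lies, and the pattern cannot be told apart from an excess at a few loci. A swapped *nova-1* sample was not supported, because its mean Spearman correlation was lower with the *nova-1* samples than with the other wild-type samples by a difference of -0.124. No biological explanation was tested, since the design holds no factor that sets this replicate apart.

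For *rin-1* cel_circ_0001201, *nova-1* replicate 4 had 32.32 normalized counts against 8.92 to 14.2 in the other 4. Without it the log_2_FC was -1.82 (adjusted *P* = 8.67e-05, edgeR; 7.8e-05 to 0.00728 over the fits that each left out one replicate), so the outlying replicate made the difference smaller. For *gap-2*, wild-type replicate 5 had 78.79 against 41.8 to 48.9, and without it the log_2_FC was 2.82. Neither replicate stood apart at another of the loci tested, and no explanation was tested for either.

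A locus on chromosome IV at 8235806 to 8236572 in the coordinates of the count table has no row in Supplementary Table 3 under the linking rule and was higher in *nova-1* mutants, with 16 to 33 counts against 6 to 15 in wild-type (log_2_FC 1.165, standard error 0.38, adjusted *P* = 0.0207, edgeR). The same junction may be listed there under other coordinates. The nearest row, *nhr-66*, starts 19 nt and ends 15 nt away, and the paper's log_2_FC for it, with the sign turned, is 1.246, within 1 standard error. The test rests on values from the same libraries, and no biological explanation beyond genotype was tested.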

How the results depend on the processing

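Except for column totals without TMM and the total without the 3 largest loci, which were chosen after the data were seen, all alternatives were set before the data were examined. The alternative that leaves out ribosomal DNA loci was not run, because no locus lies in that window.

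The number of called loci stayed within 1.5 times its value under every alternative run, at 47 to 56 with unadjusted *P* and 31 to 40 with adjusted *P* outside the fits that left out a replicate, and at 48 to 58 and 31 to 48 across the 10 fits that each left out one replicate. Of the 57 loci, 37 were called in every one of those 10 fits, and of the 40 at adjusted *P*, 27 were. The number higher in *nova-1* mutants was 26 to 30 and the number lower 21 to 30 across those fits, and the number with a cel_circ ID was 37 to 48. With column totals and no TMM, 16 loci were lower and 35 were higher, and the overlap with alternatively spliced host genes was 3. This scaling moved the median log_2_FC of all loci by 0.23. The overlap was 4 to 8 across the fits that each left out one replicate, with 8 in the fit without wild-type replicate 1, where the cause was not tested.

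The difference in circRNA counts per 1000000 sequenced reads was -25.9 to -8.33 across the fits that left out one replicate, and only without wild-type replicate 4 was it past the threshold (-25.9, exact permutation p = 0.0397). With the 3 largest loci left out (*vit-6*, *rps-7* and *zip-2*) it reversed to 1.5 (exact permutation p = 0.794). Of these loci *vit-6* was lower and *zip-2* was higher in *nova-1* mutants. The loci were not left out one at a time. With group medians in place of means it was -12.1 (exact permutation p = 0.167).

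The deviations of same-numbered wild-type and *nova-1* replicates from their group means had a mean correlation of -0.02 across loci, so the data gave no sign that the replicate numbers pair the samples. With the replicate block, 53 loci were called (29 higher, 24 lower), 31 at adjusted *P*, 42 had a cel_circ ID and 4 overlapped with alternatively spliced host genes, and *vit-6* (adjusted *P* = 0.069, edgeR) and *egl-43* (0.0527) did not pass the adjusted threshold. Without the block, the adjusted *P* of *vit-6* was 6.07e-05 to 0.0252 across the fits that each left out one replicate. Paired by replicate number, the cel_circ_0000438 share still differed by -10.2 percentage points, but the p of 0.0625 is the smallest that 5 pairs can give. The difference in counts per 1000000 reads paired in this way had a p of 0.3125 (exact sign-flip permutation). The cel_circ_0000438 share differed by -11.6 to -7.98 percentage points when each replicate was left out, by -9.02 with pooled counts and by -10.1 with 0.5 added to each count.

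Of the 25 named circRNAs, 17 kept their direction and their side of the adjusted threshold under every alternative run that included them. The filter on low counts removed *ZK228.3*, *elf-1*, *emb-4*, *egl-43* and the unnamed locus at 18529389 to 18529840 on chromosome V. These were therefore not tested under that filter. The log_2_FC of *Y105E8A.25* cel_circ_new_0000504 was -0.32 to 0.11 across the fits that left out one replicate, turning positive without wild-type replicate 5 (0.11) and without *nova-1* replicate 4 (0.02), and was 0.094 with column totals. That of *tbc-9* cel_circ_0000566 was -0.71 to 0.27, turning positive without wild-type replicate 1, and with column totals those of *denn-4* cel_circ_0000479 (0.048) and *rps-7* (0.066) turned positive. The main values of the 3 that reversed with column totals (-0.10, -0.21 and -0.13) were smaller in size than the shift of 0.23 that this scaling gave the median of all loci. None of the 4 was past the threshold under any of these settings, and the cause of the changes without a replicate was not tested. Over all named circRNAs and alternatives, the adjusted threshold was no longer passed in 15 comparisons, all at *egl-43*, *vit-6* and *Y105E8A.25* cel_circ_0000162, and was newly passed in 1, *Y105E8A.25* cel_circ_new_0000501 without wild-type replicate 1 (-0.74).

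Depth limits the low loci. The *egl-43* circRNA, with at most 4 counts in wild-type, did not pass the adjusted threshold with robust dispersion and in 6 fits that left out a replicate, and for *ZK228.3* only a lower limit of the change can be given.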

Differences from the paper's values

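The count table holds 141 circRNA loci, against the paper's 686. At the unadjusted criterion 57 loci were called against the paper's 103, at the adjusted criterion 40 against 103, of which the paper's Supplementary Table 3 gives 21 an FDR under 0.05 (10 Up and 11 Down), and 30 were higher in *nova-1* mutants against the paper's 76. Called loci with a cel_circ ID numbered 44 against the paper's 73 age-associated circRNAs, and 25 of them were higher in *nova-1* mutants against the paper's 56. None of the alternatives set before the data were examined closed any of these gaps. All of them were limited to the loci of the count table, however, and 61 of the paper's 103 called circRNAs (50 Up and 11 Down) have no locus in the table. Among its loci the paper calls 42, 26 of them Up. Over the alternatives set before the data were examined, 47 to 58 loci were called, 31 to 48 at adjusted *P*, 25 to 30 were higher, and 37 to 48 had a cel_circ ID, 20 to 25 of them higher. With column totals and no TMM, which was chosen after seeing the values, 35 loci were higher.

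The log_2_FC of *Y105E8A.25* cel_circ_new_0000504 was -0.10 here and is 0.031 in the paper's Supplementary Table 3 with the sign turned. It was positive without wild-type replicate 5 and without *nova-1* replicate 4, and the other alternatives set before the data were examined did not close the gap. With column totals and no TMM, which was chosen after seeing the values, it was also positive (0.094). Of the 138 linked loci, 124 had the paper's direction. A larger reversal was at the *gbas-1* circRNA cel_circ_0000203, named after its values were seen. Its log_2_FC was 0.43 here (standard error 0.30, unadjusted *P* = 0.158, edgeR) and is -0.95 in the paper's list with the sign turned.

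The paper lists the circRNAs of *denn-4* (cel_circ_0000947) and *pat-12* (cel_circ_0000304) as upregulated. Here their log_2_FC was 0.41 and 0.11, with unadjusted *P* of 0.265 and 0.724 (edgeR), and no alternative run called either one. Of the circRNAs with an alternatively spliced host gene, the paper's list holds 3 Up and 3 Down, whereas 1 was higher and 4 were lower here. The *mbk-2*, *tbc-9* and both *Y105E8A.25* circRNAs had the paper's direction, *denn-4* was not called, *fln-2* was not analysed here, and *unc-62* is not in the paper's list of called circRNAs. The paper describes a majority of upregulated circRNAs, and 52.6% of the called loci were higher here.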

Other observations

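The tests in this part were chosen after the result was seen, except those on the overlap in other splits and on the scalings set before the data were examined.

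Other splits of the samples call fewer loci. Of the 16 splits of the 10 samples that part all same-numbered replicates, 1, the real one, gave as many loci at unadjusted *P* (57, against 3 to 23 in the others) and at adjusted *P* (40, against 0 in each of the others). The same 1 of 16 held for the number higher, the number lower, the number with a cel_circ ID and the overlap with alternatively spliced host genes. With 16 splits the share cannot fall below 0.0625, so this comparison could not have reached 0.05 whatever the data. Over all 100 splits fitted, which include these 16 and otherwise part fewer same-numbered replicates, 1 of 100, the real one, gave as many loci at unadjusted *P* (at most 26 in the others) and at adjusted *P* (0 in the others), and likewise for the number higher, the number lower and the number with a cel_circ ID, so a chance split is not a likely source of these counts. For the overlap, 2 of the 100, the real one included, gave as many loci.

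The share of loci higher in *nova-1* mutants was smaller than in the paper's list. A candidate explanation is that the count table holds a subset of the paper's loci. Of the paper's called circRNAs, 61.9% are upregulated among the 42 in the table and 82.0% among the 61 outside it (two-sided Fisher's exact test, p = 0.039). The subset alone does not reach the 52.6% found here. Of the 42, 40 were called here, 24 higher and 16 lower, and 17 loci were called here but not in the paper. Scaling is another candidate. With column totals and no TMM, chosen after the data were seen, the share was 68.6%. This was above the paper's 61.9% for the loci in the table and below its 73.8% for all. The 3 largest loci held 51.9% of the counts in wild-type and 39.8% in *nova-1* mutants. Column totals pass this difference on to the other loci, so 68.6% is not free of it. With the scalings set before the data were examined it was 50.0% to 50.9%.

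The coordinates of the count table, and with them many of those in Supplementary Table 3, may belong to another genome build than WBcel235. Both ends of only 9.9% of the loci lie on annotated exon ends, but one shift of at most 150 nt brings both ends onto exon ends for 84.4% of them, against 0.7% for loci first moved by 1000 nt. Of the 112 loci with identical coordinates in Supplementary Table 3, 14 (12.5%) lie on exon ends. Of the 26 loci linked by a shift, 25 lie on exon ends in the coordinates of Supplementary Table 3.

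The share of cel_circ_0000438 within circ-*crh-1* separated the genotypes although neither isoform passed the adjusted threshold alone. Wild-type replicate 1, which had the highest share, did not account for this, since the difference kept its direction without it (exact permutation p = 0.0317). Lower depth at the locus did not either, since *nova-1* replicates had 35.6 more circ-*crh-1* counts on average. Reads that cannot be assigned to one isoform were not tested, so a biological difference in isoform choice cannot be told apart from that explanation. The direction matched that of the paper's PSI for the linear exon, which comes from the same libraries and is not an independent measurement.

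The strongest decrease was at *ZK228.3*, with no count in any *nova-1* replicate, 0.38 Mb from *nova-1* on chromosome V. A variant carried along with the *nova-1* allele could lower such a locus irrespective of NOVA-1. Among 7 other loci with a host gene within 2 Mb of *nova-1*, 3 were called lower (42.9%) and 1 higher, at the same host gene, *fars-2*, as one of the lower ones, against 22 of 126 elsewhere (17.5%), which a two-sided Fisher's exact test did not separate (p = 0.122). On the rest of chromosome V, 3 of 11 were called lower. With *ZK228.3* itself, at which the pattern was noticed, p was 0.0456, and the window was chosen after the values were seen. These tests leave out loci without a host gene position, among them 2 unnamed loci in the window, 0.45 and 0.87 Mb from *nova-1*, of which the first was called lower. With all loci of this kind placed by their own coordinates, 4 of 9 were lower against 22 of 131 elsewhere (two-sided Fisher's exact test, p = 0.0615, and 0.0228 with *ZK228.3*). With so few loci, and no genotype data for the region, a linked variant cannot be told apart from an effect of NOVA-1, although the paper states that the strain was outcrossed. The unnamed locus 0.45 Mb away, at 18529389 to 18529840 in the coordinates of the count table, had a lower count in *nova-1* mutants (log_2_FC -2.47, adjusted *P* = 0.000327, edgeR). It may be the junction that the paper lists for *Y51A2D.23* under other coordinates, whose log_2_FC in the paper is -2.17 with the sign turned, but that junction starts 640 nt and ends 684 nt away.

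Groups did not overlap at 35 of the 141 loci, where chance gives 0.79% of loci.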
